A study of Mus musculus with 8 samples. Its data were reported in "Integrative genomic analysis of early neurogenesis reveals a temporal genetic program for differentiation and specification of preplate and Cajal-Retzius neurons" (2021).

How the data were processed

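Ebf2-EGFP positive cells of E15.5 mouse cortex were sorted and run on a droplet-based platform (10x Genomics Chromium). The deposited values were raw counts of UMIs per gene and barcode, which the authors made with Cell Ranger. The genome build behind this matrix was not stated. The authors clustered the cells with Seurat and K-means and ordered them with Monocle. Their cell annotation was not used here, and clusters were rebuilt, so a difference from the study may come from rebuilt names. The 8 labelled samples shared 1 matrix, and all 3000 barcodes carried the same suffix. Barcodes were listed in order of falling total.

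The files were read with Python 3.11.15 and analysed with scanpy 1.11.5, scikit-learn 1.9.0 and scipy 1.17.1. Barcodes with at least 1000 genes and at most 10% mitochondrial UMIs were kept. Of these the 2.3% with the highest Scrublet score were removed as likely doublets. The automatic Scrublet threshold called 7 barcodes. Counts were scaled to 10000 UMIs per barcode and log-transformed. The 2000 most variable genes, without the 29 named genes, gave 20 principal components, and K-means (50 starts, fixed seed) gave 8 clusters. The named genes were fixed before the data were examined, as were the marker lists, the main settings and 12 alternatives. The named genes, of which 1 is not reported here, were all genes the study's text names for its single-cell part, with the 10 highest and 10 lowest ratios of CR-like barcodes over other neurons on held-out UMIs.

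The rule that turned markers into names was set after the data were seen. A marker counted with at least 10 UMIs in the cluster and a level at least 2-fold above all other barcodes, after leaving out the barcode with its highest count. A name needed at least 3 such markers, and the class with the largest share of its markers was taken. Leading genes were ranked by fold, with a pseudocount of 10 CPM, among genes detected in at least 50% of the cluster. Erythroid names needed 50% haemoglobin UMIs.

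Levels were CPM, the UMIs of a gene per 1000000 UMIs of the summed counts, with exact Poisson intervals. Ratios had exact conditional binomial intervals and shares exact Clopper-Pearson intervals, all at 95%. Barcodes are not replicates, so these intervals leave out the spread between animals. Shares of barcodes with a UMI were also taken after thinning to 11800 UMIs, which 2660 barcodes reached. The share with at least 3 of the 4 origin genes was chosen as a measure after the data were seen. Diffusion pseudotime used 15 neighbours and 10 components, and Monocle was not used here. A stage gene was counted as following the study's order by a rule set after the data were seen. Early genes needed an interval below 0, late genes one above 0, and middle genes a peak in bins 2 to 4.

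Alternatives were no filter, a stricter filter of 2000 genes and 5% mitochondrial UMIs, no doublet removal, Leiden clusters, 12 K-means clusters, named genes kept, 10 components, clusters and values from separate UMIs, the mean of each cell's own values, the other depth, another root, and an order without CR-like and radial glia-like barcodes, which was rooted in the Neurod1-led cluster. A further 3 were added after seeing the data. They left out barcodes with at least 5 Xist and at least 2 Y-linked UMIs, those above 25000 UMIs, or both.

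The ratio, clustering and pseudotime steps were tested on simulated data over 27998 genes. All 200 changed genes were recovered with the right direction in the comparison of 2 sets of barcodes, and 95.5% of intervals held the true ratio. Pseudotime on a simulated path had a rank correlation of 0.98 with the true position. Coordinates come from the GENCODE annotation of GRCm38, where 27645 of the 27998 gene identifiers were found.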

Results

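The data were single-cell transcriptomes of Ebf2-EGFP positive cells, sorted by FACS from the cerebral cortex of E15.5 mouse embryos. In this transgenic strain EGFP marks cells with Ebf2 promoter activity, among them the Cajal-Retzius (CR) neurons of layer 1, which secrete Reelin. The labels list 8 samples, all of 1 group. Their cells were deposited as 1 matrix with no map from cells to samples, so the data were treated as 1 pooled library. With 1 library there was no test between samples, and every interval below is a 95% interval that covers counting error only.

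The matrix held 3000 barcodes, with a total of 57180867 UMIs (unique molecular identifiers, each standing for 1 captured transcript). The median barcode had 15832 UMIs and 4117 genes, and totals ran from 10718 to 76690 UMIs. The mitochondrial share had a median of 2.89% and a maximum of 9.60%. No barcode failed the filter on genes and mitochondrial share, and 69 were removed for high doublet scores, which left 2931.

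The first question was whether the sorted cells formed a single population. K-means clustering into 8 clusters, made without the genes compared below, placed 397 of 2931 barcodes (13.5%, exact interval 12.3 to 14.8%) in a CR-like cluster, where all 6 of the fixed CR markers were at least 2-fold above the other barcodes. This share was 9.75% when barcodes above 25000 UMIs were left out, the alternative that moved it most. Of the other clusters, 696 barcodes were deep-layer projection neuron-like, 347 upper-layer projection neuron-like, 332 subplate neuron-like and 18 radial glia-like. The radial glia-like cluster was led by cell-cycle genes such as Ube2c, Ccna2 and Cdk1. A further 3 clusters, of 719, 246 and 176 barcodes, reached no more than 2 markers of any class and stayed unnamed. Their leading genes were Fezf2, Neurod1 and Snhg11. CR-like barcodes had a median of 20943 UMIs, against 15303 in the other barcodes. Ebf2, the gene of the sorting label, had 37.5 CPM in CR-like barcodes and 3.65 in the others. At full depth an Ebf2 UMI was detected in 46.6% and 3.79% of them. Among the others the Snhg11-led cluster stood apart, at 28.3 CPM (22.9 to 34.6) with a UMI in 25% of its barcodes. No other cluster outside the CR-like one was above 3.39 CPM. EGFP transcripts were not analysed, so the label itself was not checked.

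Reln (ENSMUSG00000042453) is a protein-coding gene at chromosome 5, 21884454 to 22344702, in the GRCm38 annotation. Its level was 2093 CPM (UMIs of the gene per 1000000 UMIs; Poisson interval 2065 to 2122) in CR-like barcodes and 122.6 (119 to 126) in all others. The log2 ratio was 4.09 (4.05 to 4.14). It was highest, at 4.48, without barcodes above 25000 UMIs or with both Xist and Y-linked UMIs.

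At least 1 Reln UMI was detected in 70.8% of all kept barcodes (69.1 to 72.4%). It was found in 100% of CR-like barcodes (99.1 to 100%) and in 66.1% of other neurons (64.3 to 68.0%), here all remaining barcodes outside the radial glia-like cluster. Radial glia, expected to have little Reln, were taken as the background. Their share was 72.2% (46.5 to 90.3%) at a median of 14352 UMIs, against a median of 15312 UMIs in other neurons. Every barcode was then thinned to 11800 UMIs, which left out 13 CR-like and 258 other barcodes. The shares became 63.0% of all, 100% of CR-like barcodes, 56.8% of other neurons (54.7 to 58.8%) and 50% of radial glia-like barcodes (23.0 to 77.0%, 14 barcodes). With an interval this wide, the radial glia-like share could not show whether the share in other neurons was above background. The level differed between clusters, from 66.9 CPM in the upper-layer-like cluster (60.3 to 74.1) to 289.7 in the Snhg11-led cluster. It was 118.7 in radial glia-like barcodes (82.7 to 165), above the upper-layer-like cluster, so these barcodes were not a clean background.

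Calb2 (chromosome 8, 110137502 to 110168210) was also described by the study in every subpopulation. Its level was 485.7 CPM in CR-like barcodes (472 to 500) and 119.3 in the others (116 to 123), a log2 ratio of 2.03 (1.97 to 2.08). The Neurod1-led cluster had 453.8 CPM (438 to 470), while the Fezf2-led cluster had 22.3 (19.8 to 25.04). Radial glia-like barcodes had 17.0 (5.51 to 39.6). Leaving out barcodes above 25000 UMIs changed the ratio to 2.26.

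**Figure D1:**
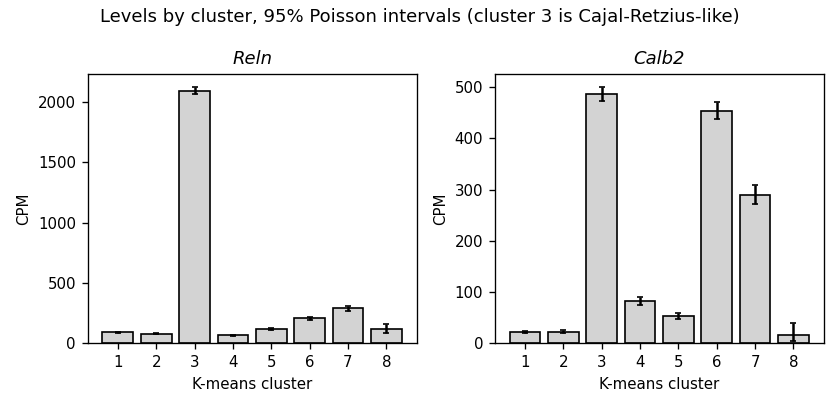
CPM of Reln and Calb2 in each of the 8 K-means clusters of the pooled library; bars are summed counts and whiskers 95% Poisson intervals. Reln stood at 2093 in cluster 3, the CR-like one, while Calb2 was also high in cluster 6, at 453.8.

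The study named 8 genes as specific to layer 1 Ebf2-EGFP positive cells. Of these, 3 had a log2 ratio of CR-like over other barcodes with an interval above 0. They were Nhlh2 at 4.13 (4.07 to 4.19), Ppp2r2c at 2.17 (2.08 to 2.25) and Dnm3 at 0.41 (0.28 to 0.54). Dnm3 did not set CR-like barcodes apart from every cluster. It had 64.1 CPM there, against 70.2 in the subplate-like and 63.0 in the deep-layer-like cluster. Jph3, at 0.05 (-0.08 to 0.19), did not differ at this depth. Chst8, Slit1, Brinp1 and Sncb were lower in CR-like barcodes, with log2 ratios of -0.72, -1.05, -1.44 and -1.65. The comparison here was with other sorted cells and not with EGFP negative cells. Over the 28 named genes reported here, 18 intervals lay above 0, 9 below and 1 held 0.

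**Figure D2:**
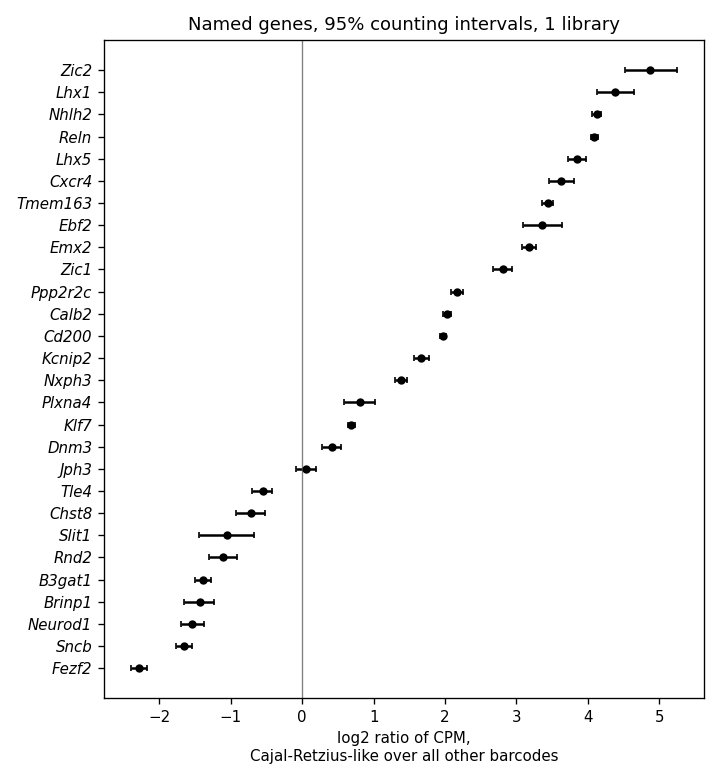
Log2 ratio of CPM in CR-like over all other barcodes for the 28 named genes reported here; points are ratios of summed counts in the pooled library and whiskers 95% conditional binomial intervals. Zic2 had the highest ratio, 4.88, and Fezf2 the lowest, -2.29.

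Genes outside this list were ranked on a random part of each barcode's UMIs after clustering on the remaining UMIs. Among 10129 genes with at least 100 UMIs, the highest ratios in CR-like barcodes over other neurons were those of 5930412G12Rik (log2 ratio 5.64), Rgs5, Fibin, Gm43194, Zic5, Cxcl1, Fam43a, Ripk4, Ndnf and Insm2 (5.02). Ndnf was among the markers used to name the cluster. At the other end stood Hba-a2, Hbb-bt, 6330403A02Rik, Hba-a1, Hbb-bs, Pou3f1, Gm26801, Csmd1, Dmrt2 and Sst. A single barcode held 93.8% of the Hba-a2 UMIs, 88.8% of those of Hbb-bt, 87.2% of those of Hba-a1, 86.1% of those of Hbb-bs and 67.8% of those of Sst, so the ratios of these 5 genes rested on 1 barcode each. Pou3f1 had a log2 ratio of -3.39 (-4.71 to -2.32).

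The next question was whether CR neurons separate by genes of different places of origin. After thinning, 384 CR-like barcodes remained. Of these, 95.1% had a UMI of Emx2 (92.4 to 97.0%), 88.3% of Lhx5 (84.6 to 91.3%), 64.8% of Cxcr4 (59.8 to 69.6%) and 52.9% of Lhx1 (47.7 to 57.9%). In thinned other neurons the shares were 20.7%, 8.71%, 6.10% and 1.72%, and 50% of 14 radial glia-like barcodes had Emx2. At least 3 of the 4 genes were detected in 74.7% of CR-like barcodes (70.1 to 79.0%), against 1.28% of other neurons (0.86 to 1.84%). The CR-like share was 92.9% at full depth. The study places Cxcr4 in the cortical hem, Emx2 in the ventricular zone, and Lhx1 in the septum and ventral pallium. It places Lhx5 in the hem, septum and ventral pallium. As Lhx5 shares a place with Cxcr4 and with Lhx1, detection of 3 genes need not mean mixed origins. Among pairs without Emx2, only Cxcr4 and Lhx1 have no place in common. In none of the 6 pairs was the second gene less frequent in barcodes with the first, but only 2 of the differences had an interval above 0. These were Lhx5 with Cxcr4 and Lhx5 with Emx2, and their intervals held 0 under 10 and 6 of 12 alternatives. The other 4 pairs changed sign under at least 1 alternative, so no direction is drawn for any pair. Lhx1 was detected in 55.0% of barcodes with Cxcr4 (48.6 to 61.3%) and in 48.9% of those without (40.2 to 57.6%). For Lhx5 the shares were 91.2% with Cxcr4 (86.9 to 94.4%) and 83.0% without (75.5 to 88.9%). Only 19 barcodes lacked Emx2, which leaves the 3 pairs with that gene imprecise. K-means split the CR-like barcodes into 3 sub-clusters of 199, 103 and 95. Each of the 4 genes was detected in all 3, with Lhx1 in 50.3%, 72.8% and 38.9% of thinned barcodes and Cxcr4 in 64.5%, 83.7% and 47.4%. The smallest sub-cluster had a median of 38178 UMIs and was led by Mef2c, Fezf2 and Sox5. After thinning, 18.9% of it had at least 5 Xist and at least 1 Y-linked UMI together (11.6 to 28.3%), against 8.12% (4.71 to 12.9%) and 6.52% (2.43 to 13.7%) of the other sub-clusters.

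The last comparison followed the study's stage genes along pseudotime, an order of cells by their distance from a starting point. Diffusion pseudotime was rooted in the radial glia-like cluster, where the immature neuron markers were highest. CR-like barcodes made up 374 of the 586 barcodes in the last of 5 equal bins, and 334 of the 347 upper-layer-like barcodes lay in the first. Reln had a log2 ratio of the last over the first bin of 4.60 (4.50 to 4.70), Nhlh2 of 4.44 and Calb2 of 2.10. Of the genes described as early, Rnd2 had -2.40 (-2.58 to -2.22), Neurod1 -0.78 (-0.88 to -0.67) and Plxna4 -0.61 (-0.84 to -0.39). None of these 3 was lowest at the end. Neurod1 had 171.8 CPM in bin 1, 23.6 in bin 3 and 100.3 in bin 5, and its ratio was 0.81 without barcodes above 25000 UMIs. Plxna4 had 34.1 in bin 1, 3.72 in bin 2 and 22.4 in bin 5, and it was higher in CR-like than in other barcodes, with a log2 ratio of 0.80 (0.58 to 1.02). Of the middle genes, Fezf2 peaked in bin 2 at 562 CPM, B3gat1 in bin 3 at 317 and Tle4 in bin 4 at 124.5. By a rule set after the data were seen, which compared only the first and last bins for early and late genes, each of the 9 genes was counted as following the study's order. For Neurod1 and Plxna4 the later rise did not. The same held for a smaller rise in Rnd2. Rnd2 had 17.4 CPM in bin 3 (14.9 to 20.3) and 25.3 in bin 5 (22.6 to 28.3). Bins were made mostly of different clusters, and no change within a cluster was measured. Bins 1 to 3 held no CR-like barcode, and 94.2% of CR-like barcodes lay in bin 5. The rise of the late genes therefore largely repeats their ratios of CR-like over other barcodes and is not separate support for the order.

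**Figure D3:**
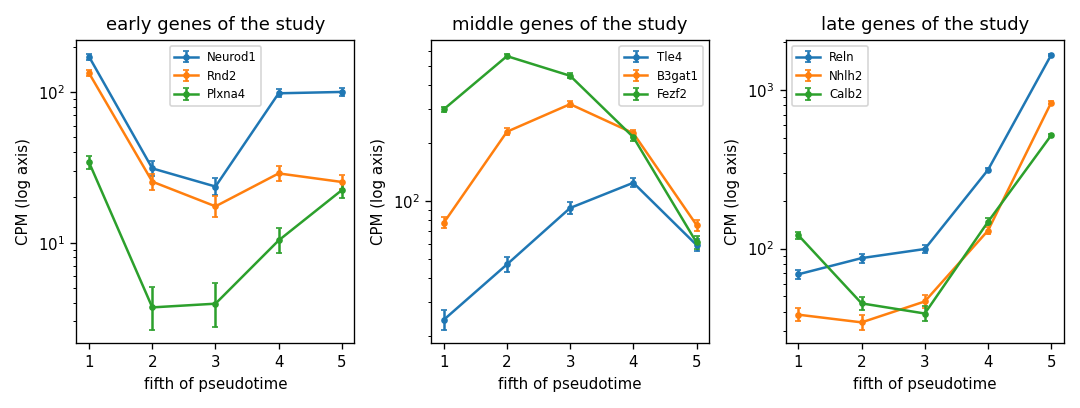
CPM (log axis) of the study's early, middle and late genes in 5 equal bins of barcodes by diffusion pseudotime; points are summed counts of the pooled library and whiskers 95% Poisson intervals. Reln went from 68.8 in bin 1 to 1664 in bin 5, and Neurod1 from 171.8 to 100.3 with its lowest value in bin 3.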

Values the study reported

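The study reported that 98.67% of Ebf2-EGFP positive cells in E15.5 cortical sections were stained for Reln, and that over 80% of dissociated cells were Reln positive. It processed 3000 cells for single-cell sequencing. Its cluster of CR markers held 46% of the CR genes of an earlier E13.5 study and 50.6% of those found at P2.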

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

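The 3 alternatives that left out barcodes by Xist and Y-linked UMIs or by total were chosen after seeing the data. No paired analysis was possible because the 8 samples share 1 matrix and no result comes from a test between groups. The cause of each change below was not tested, except where the construction shows it.

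The CR-like share was 15.7% with Leiden clusters, 9.75% without barcodes above 25000 UMIs and 9.77% without both kinds of barcodes. It stayed within its interval under the other alternatives run. The share with a Reln UMI was 52.0% on part of the UMIs and 63.0% after thinning, since fewer UMIs were read per barcode, and 67.3% and 67.0% without the deep barcodes and without both kinds. The share with at least 3 origin genes was 42.6% on part of the UMIs and 92.9% at full depth, again by depth, and 82.0% and 81.0% without the deep barcodes and without both kinds.

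The log2 ratios of Reln and Calb2 kept their sign under every alternative run. With no doublet removal they were 3.95 and 1.94. With the mean of each cell's own values they were 4.33 and 2.12. Without Xist and Y-linked barcodes they were 4.28 and 2.15, without deep barcodes 4.44 and 2.26, and without both kinds 4.48 and 2.25. For Reln alone, Leiden clusters gave 4.44 and 10 components gave 4.22. Separate UMIs gave 4.23 for Reln and 1.91 for Calb2.

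The number of layer 1 genes higher in CR-like barcodes was 3 under each alternative run. The number of stage genes in the study's order was 8 or 9. The root by radial glia markers was the same cluster as the main root, and no barcode failed the main filter, so these 2 alternatives changed nothing and say nothing about stability. The ratio of Neurod1 along pseudotime reversed to 0.81 without deep barcodes and to 0.68 without both kinds. At full depth, the differences in Lhx5 detection reversed to -0.51 percentage points with Cxcr4 and -3.32 with Emx2, but there 96.7% of CR-like barcodes had Lhx5 and 98.5% Emx2, so few barcodes were left to set the direction. The other 4 pairs of origin genes also changed sign under at least 1 alternative, though their main intervals held 0. Of 312 further values of named gene ratios, 213 stayed within their interval, 68 moved higher, 31 moved lower and none changed sign beyond it. Of 72 values for pairs of origin genes 64 stayed within their interval and 6 moved lower, and of 117 for stage genes along pseudotime 76 stayed, 19 moved higher and 20 lower, besides the reversals above.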

Other observations

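The tests of barcodes with both marker sets, of CR-like barcodes above 25000 UMIs, of the smallest CR-like sub-cluster, of the eighth bin by UMIs, of Reln outside the CR-like cluster and of the end of the barcode list were chosen after their results were seen. No biological explanation was tested across groups, since the design has 1 group.

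Barcodes with the most UMIs may often hold 2 cells. Embryos of both sexes were pooled, so a barcode with Xist and Y-linked UMIs together points to 2 cells or to free RNA. Thinned to 11800 UMIs, 30.8% of barcodes with Xist in the highest of 10 bins by UMIs also had a Y-linked UMI (24.6 to 37.5%), against 8.79% in the others (7.29 to 10.5%). Depth alone would have made these alike. Of CR-like barcodes above 25000 UMIs, 21.2% had both after thinning (14.9 to 28.8%), against 3.78% of those under it (1.74 to 7.06%). In the smallest CR-like sub-cluster the share was 18.9% (11.6 to 28.3%), against 7.61% in the other 2 together (4.83 to 11.3%). Of its thinned barcodes 94.7% had been above 25000 UMIs. Among those the other sub-clusters were no lower, at 25% (14.4 to 38.4%), so no excess over other deep CR-like barcodes was seen.

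Pairs of cells do not account for the whole link between CR-like share and UMIs. In the eighth of 10 bins by UMIs, 20.8% of barcodes were CR-like (16.3 to 25.9%), against 6.21% in the lower 5 bins (5.03 to 7.57%). Y-linked UMIs among thinned barcodes with Xist were no more frequent there, at 4.82% (2.10 to 9.27%) against 7.38% (5.46 to 9.73%). A higher RNA content of CR neurons stays open and was not tested.

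Barcodes with both CR and deep-layer markers numbered 89 of 2660 after thinning. They could be single cells on a path between classes or pairs of cells, and these cannot be told apart barcode by barcode. After thinning, 16.9% of them had both Xist and Y-linked UMIs (9.75 to 26.3%), against 6.55% of barcodes with 1 marker set (5.46 to 7.76%). Above 25000 UMIs the unthinned shares were 33.3% (21.1 to 47.5%) and 25.5% (20.6 to 31.0%), with overlapping intervals. Under it 1 of 35 barcodes with both marker sets had both (2.86%, 0.07 to 14.9%). Of barcodes with 1 marker set under it, 1.14% did (0.68 to 1.80%), and these intervals also overlapped. Random pairs of cells would hold both sexes in 40.3%, going by barcodes of 1 sex in the lower 5 bins by UMIs. The interval of the 54 deep barcodes with both marker sets held this value, so many of them may be pairs. That of deep barcodes with 1 marker set lay below it. This bears on the middle of the pseudotime order.

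Reln UMIs outside the CR-like cluster may be free RNA in most clusters, but this stays open. Without barcodes above 25000 UMIs or with both sexes, Reln varied 1.68-fold between 5 other neuron clusters, from 63.4 to 106.5 CPM. Hba-a1, a haemoglobin gene not expected in neurons, varied 2.21-fold between the same clusters, with the same lowest and highest cluster, once the 1 barcode with 6800 UMIs of it was left out. With that barcode its cluster stood highest, at 666 CPM. The radial glia-like cluster goes against this parallel, with more Reln than these 5, at 129.9 CPM (89.9 to 181.5), and less Hba-a1, at 7.64 from 2 UMIs (0.93 to 27.6). Free RNA as the only source is excluded in the Snhg11-led cluster, where Reln was 266.6 CPM (246 to 288) and Lhx5 reached 40.8% of its CR-like level. Lhx5 was the highest of the CR genes compared in this way. The CR marker Trp73 was at 17.1% of its CR-like level, Reln at 12.6%, Nhlh2 at 7.67% and Ndnf at 7.58%. For Nhlh2 the Neurod1-led cluster stood higher, at 8.24%. With all kept barcodes Ebf2, not among these genes, had 28.3 CPM in the Snhg11-led cluster, against 37.5 in CR-like barcodes. The Snhg11-led cluster may hold some CR neurons.

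The barcode list may have been ended at a fixed number of the deepest barcodes. The lowest 500 UMIs of the range still held 115 barcodes, 69.7% of the 165 in the fullest step of that width counted up from the lowest total. With steps at multiples of 500 UMIs the fullest held 174. As CR-like barcodes were deeper, the share of CR-like cells could be lower among all cells captured.

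The Neurod1-led cluster might be hippocampal neurons, but the test left this open. A list of 12 hippocampal genes, written before the test from general knowledge, had a median log2 fold of 0.03 there with a pseudocount of 10 CPM, at percentile 90.6 of 10000 random lists matched on expression. With a pseudocount of 0.1 CPM, added after the result was seen, the median was 0.06, at percentile 82.2. Then 5 genes were at least 2-fold higher, of which Grik4 and Lhx9 were so with either pseudocount, and 5 were lower. All 12 were also detected in the other clusters. Several were near the floor in this cluster, such as Dock10 at 0.29 CPM, Iyd at 1.03 and Wnt8b at 1.47. The median of the list therefore had little power to decide. Zbtb20, the second leading gene of the cluster at 974 CPM against 106 elsewhere, was not on the list.

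A few barcodes stood apart. A single barcode held 6800 Hba-a1 UMIs, and the next highest held 6. Gnrh1 reached 765, 758 and 733 UMIs in 3 barcodes and at most 2 in any other.

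The share of barcodes with a Reln UMI was 70.8% of 2931 barcodes. The values quoted above count Reln positive cells among EGFP positive cells, for sections by staining, and a single UMI is another measure.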
